# Combinatorial Signaling through TLR-2 and CD86 Augments Activation and Differentiation of Resting B Cells

**DOI:** 10.1371/journal.pone.0054392

**Published:** 2013-01-24

**Authors:** Shweta Jain, Sathi Babu Chodisetti, Javed N. Agrewala

## Abstract

B cells are an integral component in mounting humoral immune responses and they are also crucial in programming T cell mediated immunity. Usually, B cell activation is initiated by recognition of antigen through B cell receptor (BCR), followed by its processing and presentation to T cells. But very little is known about BCR independent activation of B cells. Now, there is an increasing body of evidence indicating the combinatorial effect of innate and adaptive immune components in modulating the functions of B cells. In this study, we demonstrate the activation of resting B cells (RB) by simultaneous involvement of Toll like Receptor-2 (TLR-2) and costimulatory molecule, CD86. Interestingly, these B cells exhibited significant level of activation and proliferation. Furthermore, this process of activation leads to the differentiation of RB cells, preferably into marginal zone precursors (CD19^+^IgD^hi^IgM^hi^CD21/35^hi^CD23^hi^) in a shorter time window and showed increased secretion of IgG isotype. These RB cells also showed enhanced antigen uptake capacity. These observations were also substantiated by microarray gene expression results, which strengthen the notion that combinatorial signaling through innate and adaptive immune components enhances B cell mediated immune response. Thus, the present study elucidates a novel BCR independent B cell activation mechanism that links TLR-2 and CD86. Hence signaling of TLRs in conjunction with costimulatory molecules will substantially help in bolstering humoral immune response, which can be extrapolated to formulate vaccination strategies for diseases involving B cell-mediated immunity.

## Introduction

It is widely established that two signals are needed for the optimal activation of T cells. Signal-1 involves interaction of antigen specific T cell receptor (TCR) with peptide-major histocompatibility complex (MHC) molecules on the surface of antigen presenting cells (APCs). Signal-2 is also APC driven and engages interaction of costimulatory molecules, mainly CD80 and CD86 with CD28 and CTLA-4 that are expressed on T cells [1]–[3]. The role of costimulatory molecules is well established in the context of T cell activation but not much is known in the case of B cells [4]–[6]. Recently, much evidence has been generated indicating the role of costimulatory molecules in influencing the functions of APCs through bi-directional signaling [7]–[11].

Among the various costimulatory molecules studied, the role of CD86 has been prominently elucidated in affecting the functions of B cells. Direct triggering of B cells through CD86 enhances proliferation, secretion of IgG1 and IgG2a and their survival by augmenting the expression of anti-apoptotic molecules [11]. In addition, cross linking of CD86 on human B cells that are stimulated *in vitro* with CD40 and cytokines enhances secretion of IgE and IgG4 [1]. Similarly, IL-4/CD40 stimulated B cells are synchronously regulated by signaling through CD86 and 2-andregenic receptor. Such B cells exhibit enhanced activation and expression of Oct-2, NF-κB and 3′-H enhancer and have augmented capacity of antibody secretion [9]–[14]. *In vivo* studies have shown that CD86 induces the differentiation of already isotype switched B cells to antibody secreting plasma cells through up regulation of XBP-1 [3]. Further, the role of CD86 has also been demonstrated in germinal center formation and primary humoral response [15]. Moreover, the structural conformation and valence of CD86 confers high affinity for CD28 and therefore it is a preferred ligand over CTLA-4. Interaction of CD86 with CD28 delivers positive signals for T cell and B cell activation [16], [17].

The expression of costimulatory molecules such as CD86 and CD80 on B cells is also augmented by their stimulation through Toll-like receptors (TLRs) [18]–[20]. TLRs are evolutionarily conserved germline encoded molecules that play a key role in regulating innate immune responses. TLRs have gained considerable impetus in influencing the biology of B cells such as their activation, differentiation, antibody secretion and class switch recombination 2,19,21,22. Recent evidence indicates a concurrent effect of molecules of innate immunity such as TLRs and adaptive immunity like BCR, CD38 in the activation and differentiation of B cells. For example, we have recently demonstrated that concerted signaling through CD40 and TLR-2 induces B cell activation and improves their antigen presentation in a BCR-independent manner [7]. Moreover, signaling through TLRs and CD38 or BCR cooperate with each other in inducing activation of B cells [23]–[25]. In addition, sequential signaling through TLR-7 and BCR breaks the tolerance in B cells [26]. Several ligands such as lipoproteins, macrophage-activating lipopeptide-2, neisserial porins, pneumococcal surface adhesin A (PsaA) etc., have been reported to activate B cells through engagement of TLR-2 [27], [28]. The role of TLR-2 on B cells has been implicated in regulating humoral immune responses, in particular, mediating *in vivo* primary humoral immune response [29]. To the best of our knowledge, there is no published evidence indicating the combinatorial effect of CD86 and TLR-2 in regulating the activation of resting B (RB) cells.

In the present study, we have investigated the impact of CD86 costimulation in bolstering the function of TLR-2 elicited RB cells. Our results indicate that this strategy of signaling leads to substantial increase in the activation, differentiation and antigen uptake capacity of RB cells.

## Results

### CD86 costimulation enhances the activation of TLR-2 stimulated RB cells

We first investigated the impact of CD86 and TLR-2 costimulation (TLR2.CD86) on RB cells (Fig. 1A). We observed that TLR2.CD86 stimulation results in an augmented expression of activation markers such as CD21/35, CD23 and IgM. The expression of IgD was downregulated, signifying that these two signals exert conjoining effects on RB cells leading to their activation necessary to counteract antigens. Steady-state equilibrium in RB cells activation is obtained by moderate enhancement in the expression of CD5 and increased expression of CD19 as well as CD21/35. This indicated an improved CD19-mediated signalosome activity that results in reduced threshold of B cell activation. These results correlated well with the microarray gene expression data showing enhanced expression of genes coding for B cell activation markers such as cd21/cd35, cd23, cd19, cd25 and cd40 (Fig. 1B). Moreover, upregulated expression of Cd25 and Cd40 genes indicate mature and activated phenotype. 

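RNA from resting B (RB) cells of BALB/c spleens was hybridised to 12 one-colour (Cy3) Agilent custom mouse arrays, with 2 arrays for each of 6 conditions and 4 h of stimulation given in the labels. The paper's conditions had 8 arrays, from unstimulated cells and from cells stimulated with Pam2CSK4 (50 ng/ml), anti-CD86 (at the dose of the methods) or both (TLR2.CD86). The other arrays carried anti-CD40 with and without Pam2CSK4 and entered the estimate of the spread. The isotype control of the methods was not analysed here. The authors deposited the processed signal intensities of Feature Extraction, which were corrected for background within each array and not normalized between arrays. Each array held 61657 spots for 61307 probes, and 46.6% to 60.6% of its spots were well above background. The log2 signal was taken relative to the 75th percentile of the array, and spots of the same probe were averaged. Probes well above background on both arrays of at least 1 condition were kept. Of these, the 31599 without a missing value were tested with limma, and p-values were adjusted by the Benjamini-Hochberg method. The brightest probe of a gene gave its value. Both unstimulated arrays lay on slide 1, and each stimulation of the paper had 1 array on slide 1 and 1 on slide 2. The median difference between the arrays of a condition over bright probes was 0.044 on the log2 scale for unstimulated cells and 0.28 for TLR2.CD86. The number of arrays limits the precision of the values. Whether both arrays of a condition came from separate cell preparations was not tested, so a p-value may reflect the spread between arrays only.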

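TLR2.CD86 changed 3366 probes against unstimulated cells at an adjusted p under 0.05, of which 1067 were higher and 2299 lower. Of the 643 changed at least 2-fold 56.8% were higher, as were 62.9% of the 132 called with median normalization. That setting, also used below, scaled each array on its median signal, which lay near background. Pam2CSK4 alone changed 42 probes (31 higher) and anti-CD86 alone changed 654 (295 higher). With no filter on dim probes, the setting with the lowest TLR2.CD86 count, 26 probes were called (57.7% higher). The counts for each stimulation fell when either unstimulated array was left out, which leaves 1 array in that group. Such a fall does not by itself show that 1 array carried the calls. Without unstimulated replicate 1 or 2 the TLR2.CD86 log2 fold change of Il2ra (CD25) was 1.73 or 1.75, against 1.74 with all arrays. That of Cr2 was -0.45 or -0.42, against -0.44. With the slide as a block 11091 probes were called for TLR2.CD86, and all 3366 were among them with the same sign. The block gave 3447 for Pam2CSK4 (43.6% higher, main 73.8%) and 8995 for anti-CD86 (45.8% higher, main 45.1%). Cr2, which encodes CD21/35, had a log2 signal of 2.81 ± 0.02 (SD, n = 2 arrays) in unstimulated cells and 2.37 ± 0.12 (SD, n = 2) with TLR2.CD86. Its log2 fold change was -0.44 (SE 0.14, adjusted p = 0.0744), whereas a dimmer probe gave 0.32 (adjusted p = 0.415). Fcer2a, which encodes CD23, changed from 2.28 ± 0.02 to 2.83 ± 0.21 (SD, n = 2). Its log2 fold change of 0.55 (SE 0.17, adjusted p = 0.0729) was larger than the spread between its arrays. In the fit with the slide block the log2 fold changes of Cr2 and Fcer2a were -0.34 and 0.69. Their adjusted p-values were then 0.00654 and 0.000838, the lowest over the alternatives, which reached up to 0.562 and 0.802. Among the other genes of Fig. 1B, Cd5 and Icosl fell by 0.33 and 0.25 on the log2 scale (adjusted p = 0.179 and 0.262). Cd5 passed with the slide block (-0.21, adjusted p = 0.0194) and was -0.22 without TLR2.CD86 replicate 2. The median over the probes of Icosl was 0.36, since a dimmer probe that was not well above background in unstimulated cells went the other way. Il4 fell by 1.01 (SE 0.25, adjusted p = 0.0431), and its adjusted p lay between 0.0581 and 0.205 when any array of these conditions was left out.

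**Figure D1:**
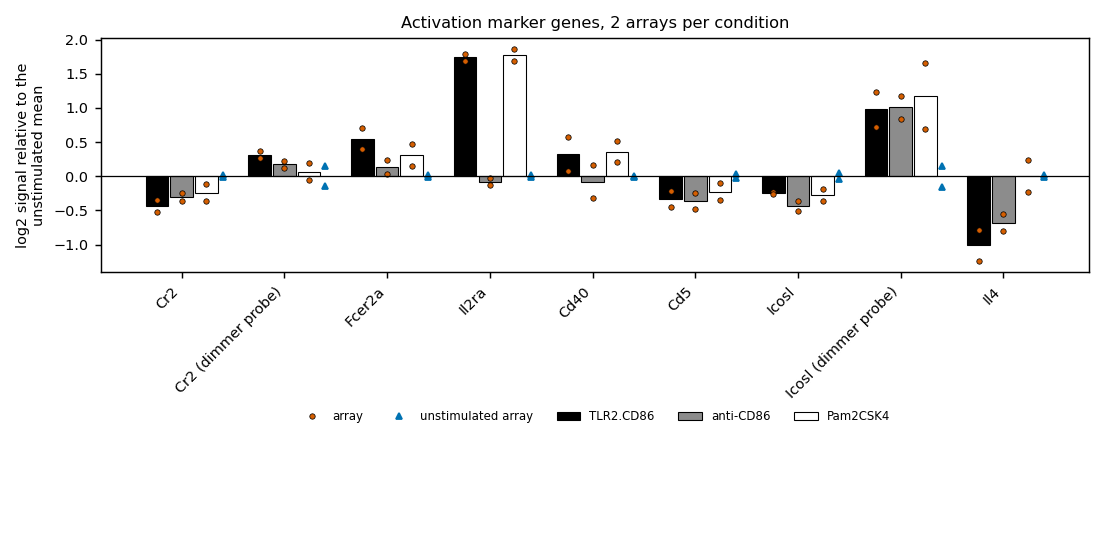
Log2 signal of the activation marker genes (y axis, log2 units relative to the unstimulated mean) by gene (x axis) with TLR2.CD86 (black bars), anti-CD86 (grey bars) and Pam2CSK4 (white bars). Bars are means of 2 arrays, orange points are the arrays and blue triangles the unstimulated arrays. Il2ra rose by 1.74 with TLR2.CD86 and by 1.77 with Pam2CSK4, and the brightest probe of Cr2 went from 0 to -0.44 with TLR2.CD86. The dimmer probe of Icosl was not well above background in unstimulated cells.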

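Il2ra, which encodes CD25, had a log2 signal of -1.82 ± 0.02 (SD, n = 2 arrays) in unstimulated cells and -1.90 ± 0.07 (SD, n = 2) with anti-CD86. It was -0.05 ± 0.12 (SD, n = 2) with Pam2CSK4 and -0.08 ± 0.07 (SD, n = 2) with TLR2.CD86. The log2 fold change was 1.74 (SE 0.12, adjusted p = 0.00210) for TLR2.CD86, 1.77 (adjusted p = 0.00445) for Pam2CSK4 and -0.08 (adjusted p = 0.728) for anti-CD86. TLR2.CD86 exceeded anti-CD86 by 1.82 (adjusted p = 0.00196) and differed from Pam2CSK4 by -0.04 (adjusted p = 1.00). Under median normalization the values were 1.45 (adjusted p = 0.210) for TLR2.CD86 and 1.58 (adjusted p = 0.195) for Pam2CSK4, which were the highest p-values over the alternatives (from 0.000369 and 0.000871). Without unstimulated replicate 1 or 2 the adjusted p for Pam2CSK4 was 0.0500 or 0.0657. A dimmer probe of Il2ra was not well above background in unstimulated cells and was at least 1.13-fold higher with TLR2.CD86. Cd40 changed from 2.73 ± 0.01 (SD, n = 2) in unstimulated cells to 3.05 ± 0.35 (SD, n = 2) with TLR2.CD86. Its log2 fold change of 0.33 (SE 0.24, adjusted p = 0.396) was within the spread between the TLR2.CD86 arrays, and it was 0.078 without TLR2.CD86 replicate 1 and 0.58 without TLR2.CD86 replicate 2. For Pam2CSK4 the value was 0.36 (adjusted p = 0.479), which became 0.58 (adjusted p = 0.00952) with the slide as a block, and for anti-CD86 it was -0.08 (adjusted p = 0.867), which became 0.14. For TLR2.CD86 the block gave 0.55 (adjusted p = 0.00222, against 0.00222 to 0.975 over the alternatives). The other probes of Cd40 gave 0.67 (adjusted p = 0.0665) and 0.70 (adjusted p = 0.0557) with TLR2.CD86, and passed with the block (adjusted p = 0.0375 and 0.0383).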

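Gapt was well above background on both unstimulated arrays and on neither array of TLR2.CD86 or of Pam2CSK4, so that only a bound of its change can be given. For such a group each array entered at its own signal or at the lowest signal that was well above background on it, whichever was higher. By this bound Gapt was at least 1.31-fold lower with TLR2.CD86 than in unstimulated cells (n = 2 arrays each), and at least 1.60-fold lower under median normalization. With Pam2CSK4 it was at least 1.01-fold lower. With anti-CD86, 1 of 2 arrays was well above background, and the log2 fold change was -0.81 (SE 0.37, adjusted p = 0.240).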

The expression of Gapt gene was found to be reduced on TLR2.CD86 costimulation. Gapt codes for GRB-2 protein, which is a negative regulator of B cell proliferation and survival. An enhancement in the size, proliferation and blast formation was also observed in RB cells upon TLR2.CD86 stimulation (Fig. 1C, Fig. S1, Fig. S2). Kinetics of forward scatter (FSC modulation) revealed that dual signals start affecting the size as early as 4 h and peaked at 16 h (FSC: 46579±2534 *vs.*78017±4472). Taken together, these findings suggested that CD86.TLR2 signals drive B cell maturation and activation.

**Figure 1:**
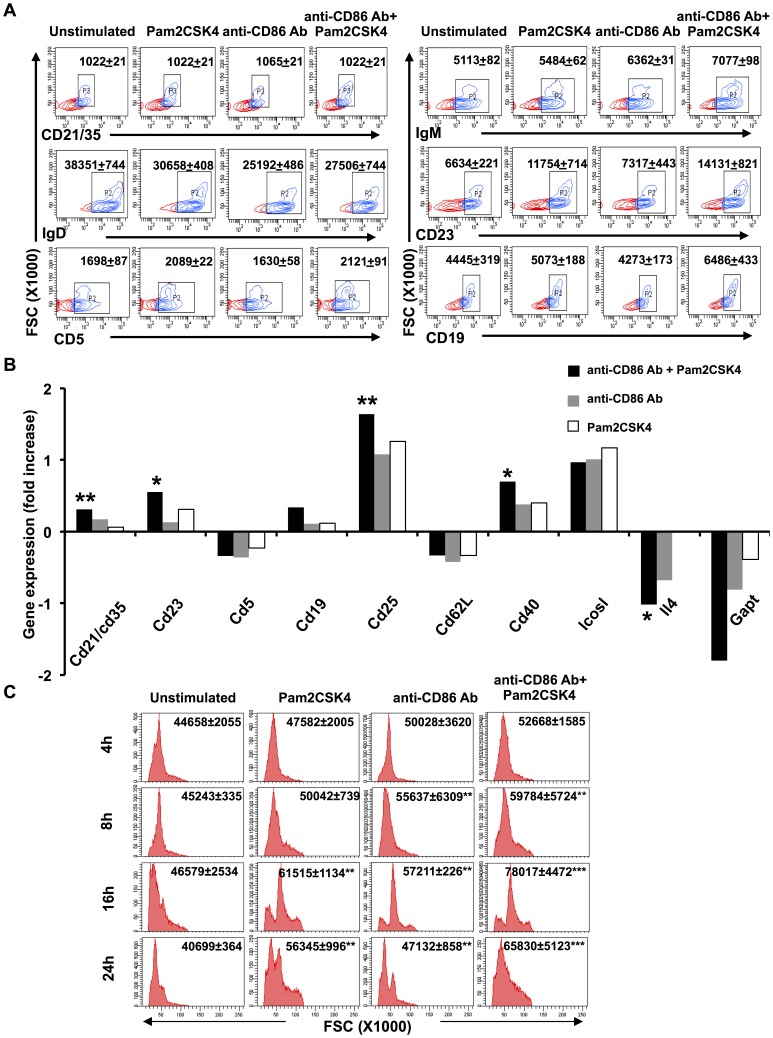
CD86 synergizes with TLR-2 in enhancing the size and activation of RB cells. (A) RB cells from BALB/c mice were stimulated by anti-CD86 Ab and Pam2CSK4 and checked for the expression of CD21/35, IgD, CD5, IgM, CD23 and CD19. Numbers in the flowcytometry plots represent mean fluorescence intensity (MFI) of respective markers; (B) microarray data indicates geometric mean of the fold change in the expression of genes encoding for activation markers. Data are representative of two biological replicates. Statistical analysis was done using One Way ANOVA; (C) change in cell size (FSC) was assessed by flowcytometry. Flowcytometry data (A, C) expressed as mean±SEM are representative of 3–5 independent experiments and statistical analysis was done by Student‘t’ test. ‘*’, ‘**’, ‘***’ indicates p<0.05, p<0.01, p<0.001, respectively.

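The effect of both signals was also set against that of each signal alone. TLR2.CD86 differed from Pam2CSK4 alone in 20 probes (5 higher and 15 lower) and from anti-CD86 alone in 71 probes (54 higher and 17 lower). When 1 array was left out these counts were 11 to 43 and 26 to 61. With the slide as a block they were 3492 (51.4% higher) and 2459 (49.5% higher), with all 20 and all 71 among them with the same sign. An interaction, tested as a departure from the sum of both log2 effects, was found in 6 probes (2 above and 4 below the sum), and 1347 probes had an unadjusted p under 0.05. Without unstimulated replicate 1 or 2 limma called 0 probes (948 or 836 at an unadjusted p under 0.05). The slide block gave 72 probes, 39 above and 33 below the sum, and the 6 were among them. In simulated data with the slide difference of these arrays, 0 of 200 probes with an interaction of 1 log2 unit were recovered by limma without the block and 101 with it. Of the 36 tested genes that the paper names, 0 had an interaction past the threshold and 2 had an unadjusted p under 0.05. Rab5c passed with the slide block (adjusted p = 0.0043, with 9 genes at an unadjusted p under 0.05) and with quantile normalization (adjusted p = 0.0435). Adjusted over the list alone the count was 1, and 4 with the slide block, which is not independent evidence, since the study chose the list on these samples. For Cr2, Fcer2a, Il2ra, Cd40, Cd5, Icosl and Il4 the interaction was between -0.33 (Il4) and 0.47 (Icosl) on the log2 scale, with adjusted p-values from 0.972 to 0.992. Gapt is not among these, since it was below background in several groups.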

### Simultaneous signaling through CD86 and TLR-2 enhances the survival of RB cells

A decreased expression of Gapt gene prompted us to investigate the role of TLR2.CD86 signaling in the survival of RB cells. We stimulated RB cells for 48 hours through both the signals and found that the percentage of cells undergoing apoptosis was drastically reduced when RB cells were stimulated through both CD86 and TLR-2 simultaneously (Fig. 2A, 2B). This further indicated that TLR2. CD86 signaling promotes the survival of RB cells [7], [11]. This observation was supported by microarray data, where we observed that RB cells triggered through TLR2.CD86 had an enhanced expression of genes encoding anti-apoptotic molecules (Bcl21a, Pim2, Lrdd), transcription factors (Gata6), cytokines and their receptors (Il2ra and Ifn), and B cell activation factors (Nfkbid). 

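Bcl21a is not a symbol on the array, and values are given for Bcl2l1 and Bcl2a1a. Bcl2l1 rose from -0.40 ± 0.09 (SD, n = 2 arrays) in unstimulated cells to 1.88 ± 0.16 (SD, n = 2) with TLR2.CD86, a log2 fold change of 2.28 (SE 0.13, adjusted p = 0.000741). Its other probes gave 2.37 (adjusted p = 0.00714) and, as a bound, at least 2.59-fold. Pam2CSK4 alone gave 2.22 (adjusted p = 0.00445) and anti-CD86 alone 0.17 (adjusted p = 0.486). Bcl2a1a rose from 6.01 ± 0.02 to 6.73 ± 0.0013 (SD, n = 2), a log2 fold change of 0.72 (SE 0.11, adjusted p = 0.0138), and by 0.93 with Pam2CSK4 alone. TLR2.CD86 differed from Pam2CSK4 by -0.21 (adjusted p = 0.600) in this gene. Pim2 changed from 3.15 ± 0.02 to 4.03 ± 0.29 (SD, n = 2), a log2 fold change of 0.89 (SE 0.19, adjusted p = 0.0300), and its other probes gave 1.01 and 1.36. Nfkbid changed from 2.49 ± 0.04 to 3.72 ± 0.39 (SD, n = 2), a log2 fold change of 1.23 (SE 0.24, adjusted p = 0.0239). Bcl2a1a, Pim2 and Nfkbid no longer passed the threshold under median normalization, with log2 fold changes of 0.43, 0.60 and 0.95. Nor did they pass when either unstimulated array was left out (adjusted p from 0.112 to 0.169). The brightest probe of Lrdd was -0.54 ± 0.10 (SD, n = 2) in unstimulated cells and 2.19 ± 1.70 (SD, n = 2) with TLR2.CD86. It was not tested, because its spot on 1 Pam2CSK4 array was marked as an outlier. Another probe of Lrdd had a log2 fold change of 0.32 (SE 0.20, adjusted p = 0.315), and 0.46 (adjusted p = 0.0232) with the slide as a block. The interferon gene Ifnz, well above background on 1 of 2 unstimulated arrays, had a log2 fold change of 1.201 (SE 0.64, adjusted p = 0.243). Without unstimulated replicate 1 or TLR2.CD86 replicate 1 it was 1.73 or 1.76, and without unstimulated replicate 2 or TLR2.CD86 replicate 2 it was 0.67 or 0.65 (adjusted p up to 0.713).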

TLR2.CD86 also led to reduced expression of genes encoding pro-apoptotic factors (Pten, capase-7, capase-3) and apoptosis related genes (Pmaip1,P2rx7, Rnf family of proteins, Dock1, Apaf1, Ddit) (Fig. 2C). Thus, these results suggested that signaling through TLR2.CD86 enhances the survival of RB cells.

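Of the genes with reduced expression, Rnf144b fell most, from -1.68 ± 0.10 (SD, n = 2 arrays) in unstimulated cells to -3.71 ± 0.26 (SD, n = 2) with TLR2.CD86. Its log2 fold change was -2.03 (SE 0.27, adjusted p = 0.0108). Dock1 changed from -1.42 ± 0.09 to -2.60 ± 0.27 (SD, n = 2), a log2 fold change of -1.18 (SE 0.16, adjusted p = 0.0108). Pmaip1 changed by -0.85 (SE 0.15, adjusted p = 0.0174). P2rx7, Ddit4, Rnf130 and Apaf1 changed by -0.997, -0.87, -0.65 and -0.45, with adjusted p-values from 0.0233 to 0.0439. These differences were above the SD of the replicate arrays. Another probe of Apaf1 gave 0.21 (adjusted p = 0.514). Rnf138 changed by -0.44 (SE 0.17, adjusted p = 0.127) and passed only with the slide block (-0.31, adjusted p = 0.0287) and the replicate block (adjusted p = 0.0394). When either unstimulated array was left out, Rnf144b, Dock1, Pmaip1, P2rx7, Ddit4, Rnf130 and Apaf1 no longer passed the threshold. P2rx7, Rnf130 and Apaf1 also did not pass when either TLR2.CD86 array was left out. Under median normalization Rnf144b was -2.31 and passed the threshold, and the others had log2 fold changes from -0.74 to -1.47 that did not. With anti-CD86 alone the log2 fold change was -0.85 for Pmaip1 and 0.28 for Ddit4. With Pam2CSK4 alone these values were -0.43 and -0.82. From the reduced apoptosis and the changes in these genes, the paper proposes that signaling through TLR2.CD86 enhances the survival of RB cells.

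**Figure D2:**
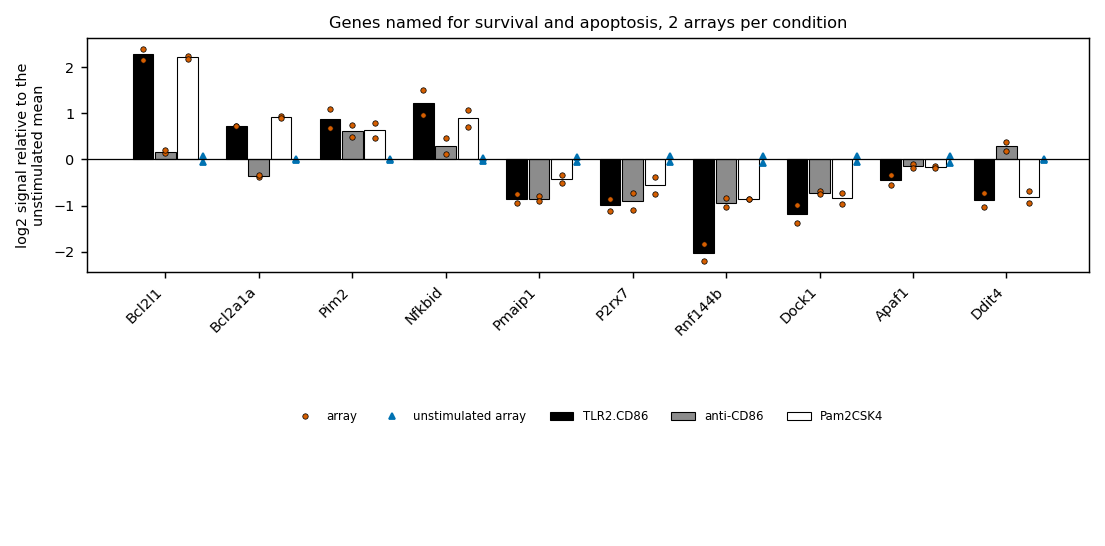
Log2 signal of the genes named for survival and apoptosis (y axis, log2 units relative to the unstimulated mean) by gene (x axis) with TLR2.CD86 (black bars), anti-CD86 (grey bars) and Pam2CSK4 (white bars). Bars are means of 2 arrays, orange points are the arrays and blue triangles the unstimulated arrays. Among genes with a fitted value, the values with TLR2.CD86 run from 2.28 for Bcl2l1 to -2.03 for Rnf144b. The brightest probe of Lrdd was not tested and is outside this range.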

**Figure 2:**
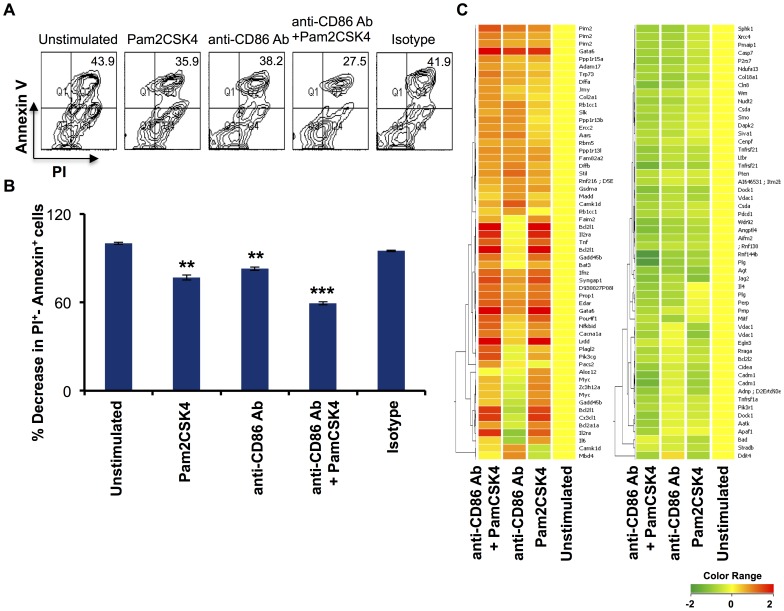
Concomitant signaling of CD86 and TLR-2 reduces the percentage of RB cells undergoing apoptosis. RB cells isolated from BALB/c splenocytes were stimulated by anti-CD86 Ab and Pam2CSK4 for 72 h and apoptosis was checked by PI-Annexin V staining. (A) Flowcytometry density plots show the representative PI-Annexin double positive cell population; (B) bar diagrams indicate percentage change in PI-Annexin double positive population with respect to controls (PI-Annexin double positive cells of unstimulated cells taken as 100%). Flowcytometry data expressed as mean±SEM were representative of 3 independent experiments. Statistical analysis was done by Student‘t’ test and ‘**’, ‘***’ indicate p<0.01 and p<0.001 respectively; (C) dendrograms represent modulation in the expression of genes encoding for molecules involved in apoptosis. Left panel indicates upregulated genes, whereas right panel signify downregulated genes. Scale bar: −2 to +2.

### TLR2.CD86 signaling drives RB cell differentiation to marginal zone precursors

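By its brightest probe, Gata6 was well above background on both TLR2.CD86 arrays, on 1 of 2 Pam2CSK4 arrays, and on neither the unstimulated nor the anti-CD86 arrays. Its signal with TLR2.CD86 was at least 1.48-fold that of unstimulated cells (n = 2 arrays each), and at least 1.21-fold under median normalization. The bound for Pam2CSK4 was 1.38-fold. No fold can be given for anti-CD86, since both of its groups lay below that level. Another probe of Gata6 was at least 1.096-fold higher with TLR2.CD86, and the remaining probe was not well above background in the paper's conditions.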

As stated previously, TLR2.CD86 signaling leads to an enhanced expression of Gata6 gene. This indicated that these signals have impact on terminal B cell differentiation and proliferation. Hence we examined the outcome of TLR2.CD86 stimulation on differentiation of RB cells. We noted that TLR2.CD86 stimulated RB cells preferentially differentiate into marginal zone precursors (MZP; CD19^+^IgD^hi^IgM^hi^CD21/35^hi^CD23^hi^), which may later form marginal zone cells. We observed a substantial enhancement in the percentage of MZP cells (10% to 36% at 48 h) when RB cells were stimulated through TLR2.CD86 (Fig. 3A, Fig. S3). This enhancement was observed from an early time (24 h), indicating that TLR2.CD86 signals reduce the differentiation period/window of RB cells. 

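Clcf1 had a log2 signal of -1.28 ± 0.09 (SD, n = 2 arrays) in unstimulated cells and 0.08 ± 0.25 (SD, n = 2) with TLR2.CD86. The log2 fold change was 1.36 (SE 0.18, adjusted p = 0.0105), which was larger than the spread between the arrays. With anti-CD86 alone the signal was -0.01 ± 0.13 (SD, n = 2), a log2 fold change of 1.27 (adjusted p = 0.0264). With Pam2CSK4 alone it was -0.64 ± 0.19 (SD, n = 2), a log2 fold change of 0.64 (adjusted p = 0.189), and 0.77 (adjusted p = 0.0105) with the slide as a block. In Clcf1 TLR2.CD86 and anti-CD86 differed by 0.09 (adjusted p = 0.946), and the interaction was -0.54 (adjusted p = 0.972). Under median normalization the TLR2.CD86 value was 1.08 (adjusted p = 0.490, against 0.000650 to 0.490 over the alternatives). Without unstimulated replicate 1 or 2 the adjusted p was 0.0885 or 0.0916.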

In support of this finding, we observed upregulated gene expression of Clcf1, a neurotrophic factor that activates JAK/STAT pathway, which is involved in B cell activation and differentiation (Fig. 3B). The significance of this observation lies in the fact that MZ B cells are non-circulating mature cells that can be rapidly recruited in an early adaptive immune response in a T cell dependent manner. These are innate B cells with a lower activation threshold and a higher propensity of differentiation into plasma cells, thereby further accelerating primary antibody response [30]. TLR2.CD86 signaling of RB cells amplifies this population, thereby further aiding in their transformation into plasma cells and antibody secretion. Hence, TLR-2 and CD86 not only bridge innate and adaptive immunity but also amplify the magnitude of immune responses, which may help in boosting the B cell-mediated immune response.

**Figure 3:**
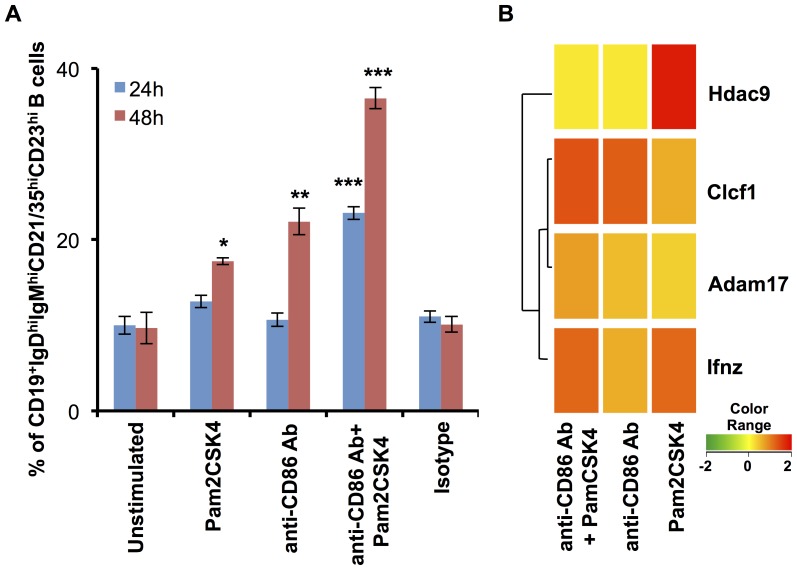
Simultaneous signaling through CD86 and TLR-2 preferentially differentiates RB cells into marginal zone cells. Signaling was delivered in RB cells isolated from BALB/c with anti-CD86 Ab and Pam2CSK4. (A) Bar diagrams show marginal zone precursors (CD19^+^, IgD^hi^IgM^hi^CD21/35^hi^CD23^hi^) in differentially stimulated RB cells at 24 h and 48 h. Values indicate the mean±SEM of percent populations of IgD^hi^IgM^hi^CD21/35^hi^CD23^hi^ expressing cells. Data are representative of three independent experiments. Statistical analysis was done by Student‘t’ test. ‘*’, ‘**’, ‘***’ indicates p<0.05, p<0.01, p<0.001, respectively. (B) Dendrograms depict upregulation in genes involved in differentiation of RB cells with respect to unstimulated controls in different color codes (yellow: no change, red: upregulation, green: downregulation). The values indicate geometric mean of fold change of two of the biological replicates.

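The other genes printed in Fig. 3B, Adam17 and Hdac9, were measured on the same arrays. Adam17 changed from 3.33 ± 0.17 (SD, n = 2 arrays) in unstimulated cells to 3.95 ± 0.05 (SD, n = 2) with TLR2.CD86, a log2 fold change of 0.62 (SE 0.18, adjusted p = 0.0607). Another probe of Adam17 gave 0.77 (SE 0.11, adjusted p = 0.0110). With the slide as a block the brightest probe gave 0.74 (adjusted p = 0.00597, against 0.00597 to 0.770 over the alternatives). Hdac9 changed by -0.38 (SE 0.21, adjusted p = 0.265) with TLR2.CD86, by -0.58 or -0.17 without TLR2.CD86 replicate 1 or TLR2.CD86 replicate 2, and by -0.18 with Pam2CSK4. A dimmer probe of Hdac9 changed by 0.19 with TLR2.CD86 and by 1.84 with Pam2CSK4. On that probe both Pam2CSK4 arrays differed widely (-1.19 ± 1.70, SD, n = 2).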

### Stimulation through TLR2.CD86 boosts antibody secretion and class switch recombination of RB cells

We observed that TLR2.CD86 signaling preferentially transforms RB cells into MZP which, in turn, promotes differentiation of plasma cells. Hence it was imperative to assess the role of TLR2.CD86 signaling in immunoglobulin secretion and class switch recombination (CSR). TLR2.CD86 stimulated RB cells secreted elevated levels of IgM and IgG1 (Fig. 4A, B). The ratio of CSR in such cells was calculated as the ratio of surface expression of IgG1 to IgM. TLR2.CD86 stimulated RB cells showed enhanced CSR ratio. This indicated that TLR2.CD86 signals are effective in CSR (Fig. 4C). This response was significantly better than that observed in the control cells stimulated individually through TLR-2 or CD86. Thus, it may be inferred that RB cells acquire improved levels of activation and maturation and secrete elevated levels of immunoglobulin isotypes when activated through TLR2.CD86.

**Figure 4:**
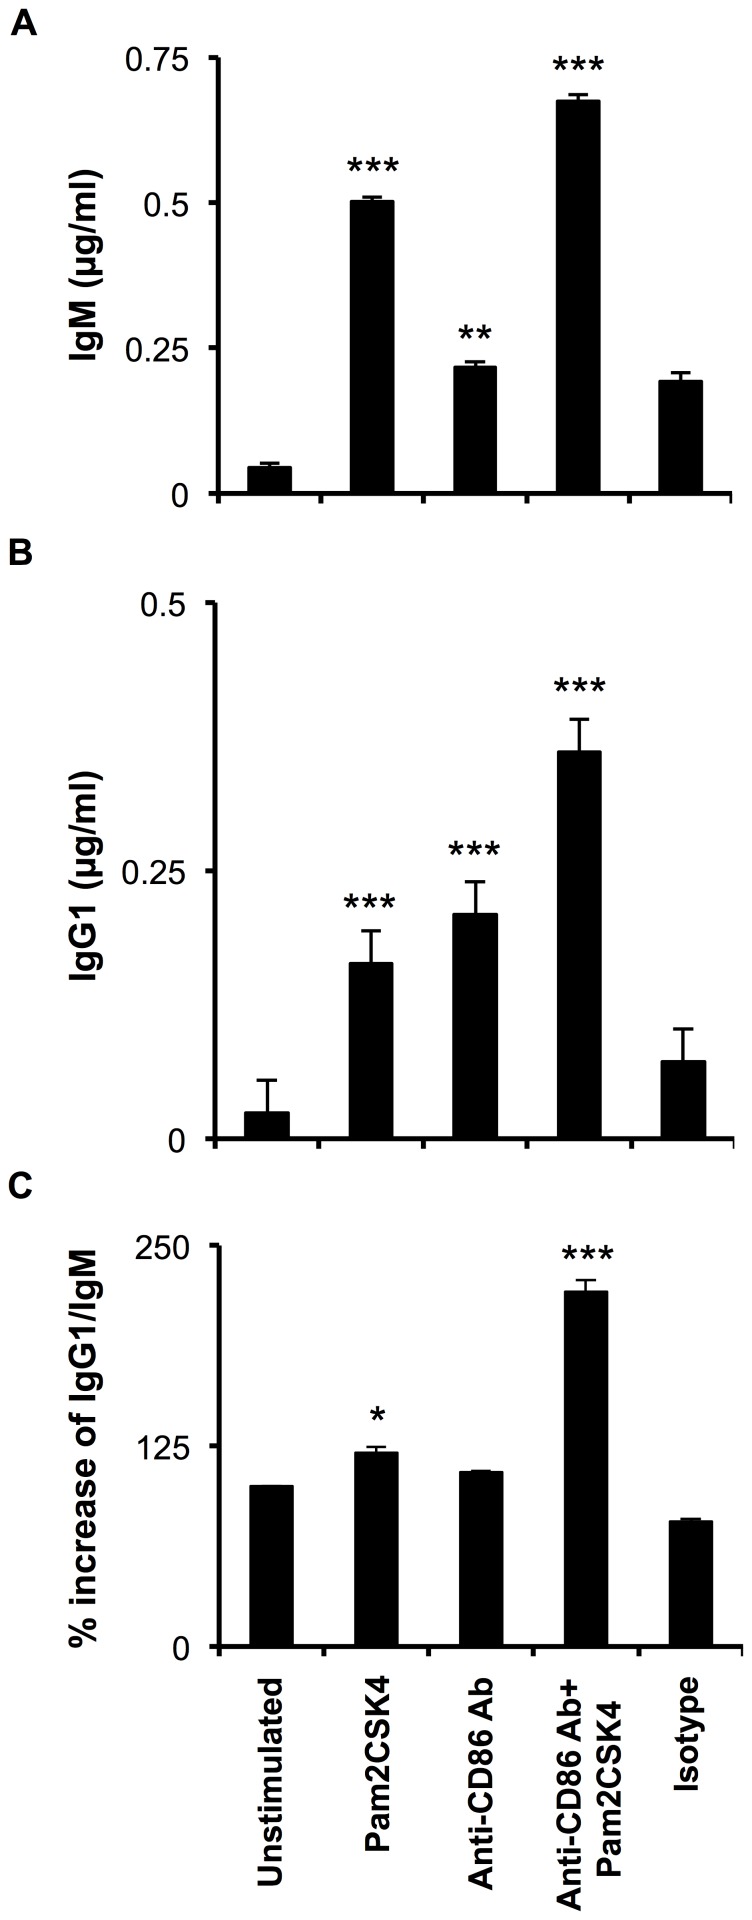
CD86 show synergism with TLR-2 in augmenting the secretion of IgM and IgG1 and class switch recombination. (A, B) Supernatants from 5–6 days old cultures of RB cells isolated from BALB/c mice and stimulated with anti-CD86 Ab and Pam2CSK4 were harvested and assessed for the production of IgM and IgG1 by sandwich ELISA. Data expressed as µg/ml represent mean ± SEM of the triplicate wells were calculated with respect to standards. (C) Ratio of surface expression of IgG1 and IgM on RB cells stimulated with anti-CD86 or isotype antibody in the presence or absence of Pam2CSK4 for 16 h. Data are representative of 3–4 experiments. (A, B, C) Statistical analysis is done by non-parametric Mann-Whitney two tailed test and repeated measure ANOVA with post Student-Newman-Keuls multiple comparisons test by Graph Pad InStat 3 software. ‘p’ values are denoted with respect to unstimulated controls. ‘*’, ‘**’, ‘***’ indicates p<0.05, p<0.01, p<0.001, respectively.

### TLR-2.CD86 stimulated RB cells have enhanced antigen uptake abilities

We next monitored whether TLR2.CD86 stimulated RB cells gain improved antigen uptake through pinocytosis and receptor mediated endocytosis. We observed that TLR2.CD86 stimulated RB cells acquired enhanced pinocytotic ability when pulsed with horse radish peroxidase (HRP), as a soluble antigen (Fig. 5A). Further, TLR2.CD86 stimulated RB cells also showed marked increase in receptor-mediated endocytosis of anti-mouse IgG-HRP antibody. This response was significantly better than the controls where signal was delivered through TLR-2 or CD86 individually (Fig. 5B). Enhanced antigen uptake by TLR2.CD86 stimulated RB cells may also be due to augmented expression of Rab genes, which are responsible for actively promoting endocytosis. In addition, we also observed upregulation in genes such as Pascin2 and Stab2, which are involved in tubulin polymerization, rearrangement of cytoskeleton and endocytosis of low density antigens (Fig. 5C). Hence, we concluded that TLR2.CD86 signaling not only improves the activation and maturation of RB cells, but also enhances their antigen uptake ability.

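Rab5b and Rab5c are the Rab genes printed in Fig. 5C. Rab5b changed from -2.54 ± 0.26 (SD, n = 2 arrays) in unstimulated cells to -1.78 ± 0.31 (SD, n = 2) with TLR2.CD86, a log2 fold change of 0.76 (SE 0.27, adjusted p = 0.104). It was 0.89 (adjusted p = 0.111) with anti-CD86 and 0.11 (adjusted p = 0.865) with Pam2CSK4. With the slide as a block the TLR2.CD86 value was 0.91 (adjusted p = 0.0295, against 0.0295 to 0.683 over the alternatives) and the anti-CD86 value 1.04 (adjusted p = 0.0230). Rab5c had a log2 signal of 3.48 ± 0.01 (SD, n = 2) in unstimulated cells, 4.38 ± 0.17 (SD, n = 2) with Pam2CSK4, 3.17 ± 0.21 (SD, n = 2) with anti-CD86 and 2.58 ± 0.17 (SD, n = 2) with TLR2.CD86. Its log2 fold change with TLR2.CD86 was -0.90 (SE 0.18, adjusted p = 0.0238), with an adjusted p from 0.0517 to 0.147 when any array of these conditions was left out. TLR2.CD86 differed from Pam2CSK4 in Rab5c by -1.80 (SE 0.18, adjusted p = 0.0204), with an adjusted p from 0.0558 to 0.118 when 1 array was left out. The interaction in Rab5c was -1.49 (SE 0.25, adjusted p = 0.281) and -1.64 with the slide as a block (adjusted p = 0.00430, against 0.00430 to 1.00 over the alternatives).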

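The array carries the gene written as Pascin2 under the symbol Pacsin2. Its brightest probe changed from -1.53 ± 0.10 (SD, n = 2 arrays) in unstimulated cells to -1.51 ± 0.07 (SD, n = 2) with TLR2.CD86. This log2 fold change of 0.03 (SE 0.13, adjusted p = 0.929) was below the SD of either group and was negative under median (-0.26) and quantile (-0.08) normalization. The other probes of Pacsin2 gave 0.13 (adjusted p = 0.740, or 0.34 and 0.0105 with the slide as a block) and 1.15 (adjusted p = 0.0163). Stab2 was well above background on 1 of 2 unstimulated arrays. It changed from -3.69 ± 0.04 (SD, n = 2) to -2.51 ± 0.33 (SD, n = 2) with TLR2.CD86, a log2 fold change of 1.18 (SE 0.49, adjusted p = 0.151, and 0.0398 with the replicate block). Of the other genes in Fig. 5C, Rufy1 changed by -0.27 (SE 0.24, adjusted p = 0.481), by 0.03 without TLR2.CD86 replicate 2, and by 0.75 (adjusted p = 0.0222) on its other probe. Sh3bp4 was not well above background in unstimulated cells and was at least 1.21-fold higher with TLR2.CD86, a bound that was lost under median normalization.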

**Figure 5:**
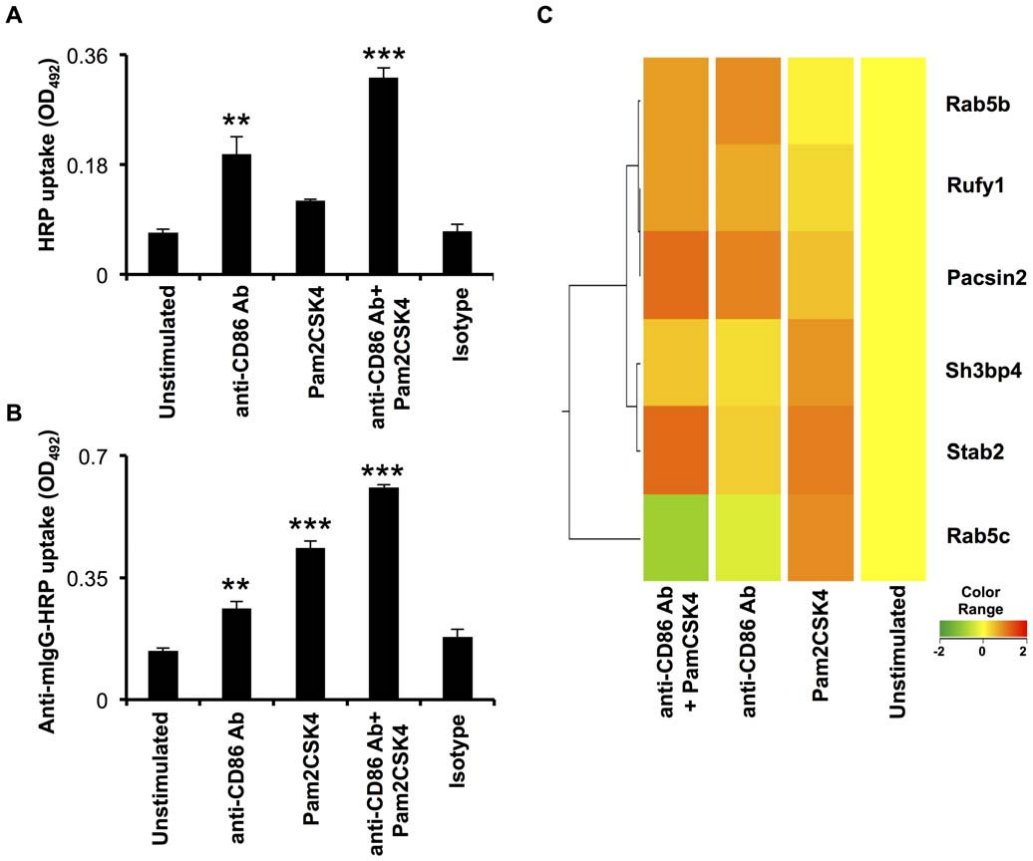
Triggering through CD86 and TLR-2 enhances pinocytosis and receptor mediated endocytosis abilities of RB cells. (A, B) RB cells of BALB/c mice were stimulated with anti-CD86 Ab and Pam2CSK4 and pulsed with (A) soluble HRP and (B) anti-mouse IgG-HRP. The antigen was chased at 37°C for 30 minutes and internalization of antigen was determined colorimetrically. Values shown in the graphs were normalized against experimental blanks and control cells (maintained at 4°C and lysed). The data represents mean ± SEM of one of the 2–3 individual experiments. ‘*’, ‘**’, ‘***’ indicates p<0.05, p<0.01, p<0.001, respectively. (C) Dendrograms represent modulation in the expression of genes encoding for molecules involved in endocytosis. Scale bar: −2 to +2.

## Discussion

In the current state of events, expanding evidence indicates synchronous functioning of molecules responsible for modulating innate and adaptive immune response. Studies have shown that various components of immune system like NK cells, dendritic cells, TLRs, complement system, glycans and defensins play a fundamental role in bridging the innate and adaptive immune response.

Recently, we have demonstrated that CD40 and TLR-2 combine to bring together the adaptive and innate arms of the immune system [7]. Yet, the nexus of innate and adaptive immunity still curtails many facets. Ongoing efforts are directed to explore new molecules or to define novel roles of already established molecules that can further cement the gap between these two limbs of immune system.

In a continual pursuit, we report here a unique role of combinatorial signaling through TLR-2 and CD86 in modulating the functions of RB cells. Our major findings suggest that TLR2.CD86 stimulated RB cells exhibit upregulated expression of activation markers and enhanced survival. Such RB cells differentiate into marginal zone precursors and express enhanced class switch recombination. Moreover, they also have improved ability of antigen uptake. Our studies involved highly enriched RB cells with no contaminating T cell populations. This ruled out any possibility of T cell mediated B cell activation. Moreover, because we used Pam2CSK4 ligand and anti-CD86 antibody for signaling to ensure that the observed experimental outcomes were solely due to signaling through TLR-2 and CD86. These findings suggest a distinct possibility for the existence of BCR-independent pathway for activation of B cells by costimulatory molecules and TLRs. Our findings also demonstrate the cooperative role of the molecules of innate and adaptive immunity in activating RB cells.

Signaling through CD86 has positive effects on B cell functions in terms of their proliferation, immunoglobulin isotype secretion and survival [3], [7], [11], [14]. The expression of CD86 is enhanced on B cells following their stimulation with TLRs [18]. Moreover, TLRs also play an instrumental role in boosting the functions of B cells [2]. There is an increasing body of evidence, which indicates that simultaneous signaling through TLRs and molecules of innate immunity such as CD38 induce strong proliferative and activation signals in B cells [31]. In line with these observations and our own findings, which infer that CD40 also synergizes with TLR-2 in augmenting B cell activity [7], we further sought to ascertain the effect of concomitant signaling through CD86 and TLR-2 on RB cells. Intriguingly, we found that such stimulation could bolster the activation status of B cells in terms of enlargement of size and expression of activation markers such as CD21/35, CD23 and CD19. The activation process does not happen in a slap dash or haphazard manner because there is slight upregulation in the expression of negative regulators of B cells such as CD5. Thus, the entire plethora of molecules such as CD23, CD21, IgM, IgD, CD5, etc., aid in maintaining the immune homeostasis, which indicates that these signals evoke events that are responsible for regulated activation of RB cells. As such, RB cells have little costimulatory activity as compared to mature B cells due to lesser expression of CD86. Yet, signaling through CD86 can result in an enhanced activated phenotype. When this signaling is coupled with another positive modulator, such as TLR-2, both function conjunctively to modulate the activity of B cell.

Concurrent signaling through CD86 and TLR-2 also led to B cell differentiation into marginal zone precursors (MZP). These MZP later differentiate into marginal zone cells that again act to connect innate and adaptive immunity. The lower threshold of activation of marginal zone cells and their easy propensity to differentiate into plasma cells makes them suitable for effector function, in a lesser time span. It also leads to enhanced maturation of RB cells, which undergo more class switch recombination and secrete elevated levels of immunoglobulin isotypes. This convinced us to put forward a novel concept that combined triggering of TLR-2 and CD86 can elicit enhanced secretion of antibodies, thereby boosting humoral immunity.

The inherent ability of B cells to act as antigen presenting cells (APC) is usually remote. They cannot uptake, process and present antigen as efficiently as dendritic cells. Signaling through CD86 and TLR-2 augmented the ability of B cells to acquire antigen through both fluid-phase pinocytosis and receptor-mediated endocytosis. These observations gave clear implications that CD86 and TLR-2 can act in cohort to not only achieve optimum activation functions of B cells, but also to improve their role as APC. This study, therefore, demonstrates that CD86 in association with TLR-2 can trigger B cells in a BCR independent fashion. We propose a novel role of simultaneous signaling through CD86 and TLR-2 in RB cells to significantly improve their functions as humoral mediators of immune response as well as antigen presenting cells. Our findings open avenues to investigate the molecular mechanisms involved in the dynamics of such concurrent signaling that may decipher these results more comprehensively. Finally, triggering through TLR2 and CD86 can be employed in bolstering the efficacy of B cell-mediated vaccines.

## Conclusions

The present study indicates that there exists a flexible continuum between molecules of innate and adaptive immunity and both of them work in concert to maintain a homeostatic harmony. Simultaneous signaling through CD86 and TLR-2 unravels a unique BCR independent mechanism of activating resting B cells. Cells stimulated in this manner have an enhanced longevity, activation profile, differentiation status and ability to uptake antigen. The data are in agreement with the gene expression profiles and insinuates to further decipher the molecular mechanism behind this concurrence. An insight into the detailed mechanism may pave way to design vaccines based on this signaling strategy.

## Methods

### Ethics statement

Male or female BALB/c, C57BL/6 and C3He mice of 6–8 weeks were procured from National Institute of Immunology, New Delhi and National Institute of Pharmacological Education and Research, Mohali and National Institute of Nutrition, Hyderabad, India. All animal studies were approved by the Institutional Animal Ethics Committee of Institute of Microbial Technology (Ref. No 55/1999/CPCSEA), India.

### Reagents

B cell cocktails, biotin-conjugated anti-mouse CD43 (S7), CD45R (B220, RA3-6B2), CD40 (3/23), isotype control (IgG2aκ,R35-95), CD23 (B3B4); PE-labeled anti-mouse IgD (11-26c.2a), CD86 (GL1); PE-Cy5 conjugated CD5 (53-7.3), PE-Cy7 coupled IgM (R6-60.2); APC or PE-Cy5 conjugated streptavidin; APC-Cy7 linked CD19 (1D3) and Pacific blue tagged CD45R (B220, RA3-6B2) and all ELISA reagents were purchased from BD Biosciences (San Diego, CA). TLR-2 ligand (Pam2CSK4) was obtained from Invivogen (San Diego, CA). RPMI-1640 and FCS were from Gibco (Grand Island, NY). All other standard reagents were procured from Sigma (St. Louis, MO), unless otherwise mentioned.

### B cell isolation and stimulation

RB cells were purified from mice (BALB/c or C57BL/6) splenocytes using CD43 negative B cell isolation method, as described previously (7). Briefly, after preparing single cell suspension, splenocytes were treated with B cell enrichment cocktail supplemented with biotinylated anti-CD43 Abs. Later, same volume of streptavidin-magnetic beads was added and RB cells were negatively selected on BD IMagnet. The purity of RB cells obtained was >98%, as ascertained by flow cytometry (CD45R^+^CD19^+^CD43^−^CD4^−^CD8^−^). Enriched RB cells were incubated with biotin conjugated anti-CD86 Abs and isotype matched control (IgG2a,κ) (0.5 µg/10^6^ cells) for 30 minutes on ice followed by cross-linking with equivalent concentration of streptavidin (0.5 µg/10^6^ cells), under similar conditions. The cells were cultured in RPMI-1640 (10% FCS) with specified concentration of Pam2CSK4 (50 ng/ml). Appropriate controls such as cells alone, cells stimulated with anti-CD86 Abs alone or isotype matched Abs alone were also kept in all experiments.

### Flow cytometry

Cells were stained with fluorochrome labeled anti-mouse CD21/35, CD5, IgD, IgM, CD19 Abs and their respective isotype matched controls, as described previously (7). Finally, cells were washed and fixed in 1% paraformaldehyde. The flowcytometry data was acquired on either on BD FACS Calibur or on BD FACS Aria II using Cell Quest Pro (FACS Calibur) or FACS Diva software (FACS Aria II). Data was analyzed by FACS Diva software, as described previously (7). Flowcytometry data is either represented as percentage population or as mean fluorescence intensity (MFI) normalized with suitable isotype matched controls. FSC in flowcytometry data represents cell size, depicted on a linear scale.

### Isotype ELISA

Supernatants were collected from 5–6 day old cultures of RB cells (2×10^5^ cells per well) after stimulation with anti-CD86 Ab (0.5 µg/10^6^ cells) with or without Pam2CSK4 (50 ng/ml) and assayed for IgM and IgG antibodies, as described previously (7). In brief, ELISA plates were coated with purified rat anti-mouse IgM or IgG1 Abs at 4°C overnight. The plates were then washed 3× with buffer (PBS+0.05% Tween-20) and blocked with PBS+1% BSA for 2 h at room temperature and washed again 3×. Culture supernatants and serial dilutions of the standards (purified mouse IgM or IgG1; log_2_ dilutions) were added in these plates and incubated at 4°C over night. Plates were again washed and bound IgM and IgG1 were captured by secondary biotinylated anti-mouse IgM and IgG1 Abs, respectively, followed by their detection with avidin-HRP/OPD-H_2_O_2_ for colorimetric estimation. The concentrations of isotype antibodies secreted were calculated using optical densities (ODs) of standard IgM and IgG1 as reference curves and results were expressed as µg/ml.

### Antigen uptake assay

Antigen uptake assays were performed according to the methods described previously (7). In brief, signaling was delivered in RB cells (2×10^5^/well) using anti-CD86 Abs (0.5 µg/10^6^ cells) in the presence or absence of Pam2CSK4 (50 ng/ml) for 16 h at 37°C. The cells were harvested, washed and incubated with either anti-mouse IgG-HRP Ab (1∶100) or free HRP (200 µg/ml) and incubated on ice for 15 minutes followed by culturing in RPMI-FBS-5% at 37°C. Antigen uptake kinetics was done for 30–60 minutes and was later stopped by adding chilled PBS. Cells were washed thoroughly with ice cold PBS (containing 1% FBS) and subsequently they were treated with pronase. The cells were washed and lysed with a mixture of Tris-HCl (10 mM) and Triton X-100 (0.05%) for 30 minutes on ice, with intermittent vortexing. Intracellular HRP in the cell lysates was estimated colorimetrically (at 492 nm) using OPD-H_2_O_2_ chromogen-substrate method. Cells treated with pronase, cells maintained at 4°C, and unlysed cells were taken as controls. The presence of HRP in the controls was suitably normalized with test samples.

### Propidium Iodide (PI) -Annexin Assay

The assay was performed according to standard procedures, as described previously (7). In brief, RB cells (5×10^4^/well) were stimulated with anti-CD86 Ab (0.5 µg/10^6^ cells) in the presence or absence of Pam2CSK4 (50 ng/ml) for 48 h at 37°C in 200 µl of RPMI-FBS-10%. The cells were harvested, washed and re-suspended in binding buffer [0.01 M HEPES (pH 7.4), 0.14 M NaCl, and 2.5 mM CaCl_2_]. FITC conjugated Annexin V antibody (5 µl/tube) and propidium iodide (0.25 µg/5 µl) were added to the cells. The cells were incubated in dark for 15 minutes at room temperature. Later, binding buffer (400 µl) was added and cells were acquired immediately on BD FACS Calibur flowcytometer using Cell Quest Pro software. Data were analyzed by BD FACS Diva software.

### Microarray analysis

Microarray experiments were done by Genotypic Technology Pvt. Ltd. (Bangalore, India; www.genotypic.co.in). RB cells from BALB/c mice were stimulated with Pam2CSK4 (50 ng/ml) in the presence or absence of anti-CD86 Ab or isotype control (0.5 µg/10^6^ cells). RNA was isolated, quantified and stored frozen until use, as described previously (7). The isolated RNA samples were labeled with Cy-3 using Agilent Quick-Amp labeling kit (p/n5190-0442) according to manufacturer's instructions. 800 ng of Cy-3 labeled cRNA samples were fragmented and hybridized on to a Genotypic designed Custom Whole Genome Mouse 8×60 k (AMADID No: 26986). Fragmentation of labeled cRNA and hybridization were performed using the gene expression hybridization kit of Agilent. Hybridization was done in Agilent's Surehyb Chambers for 16 h at 65°C. The hybridized slides were washed using Agilent gene expression wash buffers and scanned with Agilent microarray scanner (G2505C) at 3 µ resolution. Data extraction from images was done employing Feature extraction software v 10.5.1.1 of Agilent. Further, feature extracted data were analyzed using Gene Spring GX v 11 software of Agilent. Genes were classified based on the functional category and pathways using software Gene Spring GX and Genotypic Biointerpreter-Biological Analysis. Microarray data has been submitted to GEO data base (accession number - GSE28517).

### Statistics

The statistical analysis of the data was done by Student's ‘t’ test, non-parametric Mann-Whitney two tailed and repeated measure ANOVA with post Student-Newman-Keuls multiple comparisons test using Graph Pad InStat 3 software. Statistical analysis of microarray data was done using one way ANOVA.

## Supporting Information

Figure S1 **CD86.TLR-2 stimulation augments the proliferation of RB cells.** Signaling was delivered in RB cells isolated from C57BL/6 mice for 24 h with anti-CD86 Ab (0.5 µg/10^6^cells) and different concentrations of Pam2CSK4. Later, ^3^H-thymidine was added and cells were further incubated for additional 16 h. Cells were harvested and the amount of radioactivity incorporated was measured by liquid scintillation counting. Data are represented as the counts per minute (cpm) and expressed as mean ± SD from triplicate wells. Results are indicative of two independent experiments. ‘*’, ‘**’, ‘***’ indicate p<0.05, p<0.01, p<0.001, respectively.
(TIF) Click here for additional data file.

Figure S2 **Concomitant signaling through CD86 and TLR-2 induces blast formation in resting B cells.** Signaling through CD86 and TLR-2 was delivered in RB cells with anti-CD86 Ab and Pam2CSK4, either separately or in conjunction for indicated durations. Bright field images of the cultures were taken after stipulated durations of stimulation at 40×1.6 magnification using a constant exposure time (11.11 sec). For each combination, 5–6 different fields were imaged. Shown here are the images from representative of three independent experiments.
(TIF) Click here for additional data file.

Figure S3 **Sequential gating of resting B cells to define MZP cell subsets.** (A) CD19^+^ lymphocytes were further gated on the basis of expression of IgD and IgM and defined as follicular cells I and II (FO I, II), marginal zone cells (MZ) and marginal zone precursors (MZP). IgD^hi^IgM^hi^ cells were further differentiated into marginal zone precursors (MZP) on the basis of CD21/35 and CD23 expression; (B) contour diagrams of marginal zone precursors in differentially stimulated B cells at indicated time durations. Values in contour plots indicate the percent populations of IgD^hi^IgM^hi^CD21/35^hi^CD23^hi^ expressing cells. Data are representative of three independent experiments.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

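The arrays measured RNA of resting B cells isolated from BALB/c spleens by CD43-negative selection. There were 12 arrays, 2 for each of 6 conditions, which were unstimulated cells and cells stimulated with Pam2CSK4, anti-CD86, both (TLR2.CD86), anti-CD40, or anti-CD40 with Pam2CSK4. The paper describes the microarray data as representative of its biological replicates, and both arrays of a condition were taken as 2 replicates. Whether they came from separate cell preparations was not tested. The liver gene Mup1 had a log2 signal of 3.86 ± 0.03 (SD, n = 2) in unstimulated cells. It was -1.33 ± 0.06 (SD, n = 2) with anti-CD40 and Pam2CSK4. If the arrays of a condition shared a preparation, its effect cannot be told apart from that of the stimulation. The labels give 4 h of stimulation. Doses were taken from the paper, which gives none for anti-CD40. The labels describe the mice as female, whereas the methods give male or female mice. The isotype control was not analysed here.

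The authors labelled RNA with Cy3, hybridised it to a custom mouse array and extracted the images with Agilent Feature Extraction. The deposited scanner files hold an intensity per spot, and the values used are the processed signal intensity, which Feature Extraction corrected for background and spatial trend within each array. The authors also deposited a table of log2 values for the same arrays. For probes with 1 spot, each of its columns equalled the log2 processed signal minus 1 constant per array, close to the 75th percentile of that array. The paper's text names GeneSpring and a one way test for the microarray data and does not name the normalization. The legend of Fig. 1 gives the levels of p that its stars mark.

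The signal was taken as log2 of the processed intensity minus the 75th percentile of the array. Control spots and spots marked as outliers (5 to 35 per array) were left out, and spots of the same probe were averaged. Saturated spots (987 to 1206 per array) were kept. Of 61307 probes, 31667 were well above background on both arrays of at least 1 condition. From these, 68 with a value missing through an outlier spot were left out, a choice made after the files were seen. Of the 31599 probes tested, 8427 were noncoding RNA probes. Gene names are the symbols in the files. Of 40628 probes that were not noncoding RNA probes, 28136 had an identifier in a RefSeq table of assembly GRCm38.p6, which was used for names only, and the array was annotated to mm9. Lrdd is an older symbol of Pidd1.

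Tests were made with limma 3.58.1 in R 4.3.3, with 1 coefficient per condition over all 12 arrays, empirical Bayes moderation with default settings and Benjamini-Hochberg adjustment over the probes tested. A probe was called at an adjusted p under 0.05 with no minimum fold. The comparisons were each stimulation of the paper with unstimulated cells, TLR2.CD86 with each single signal, the interaction of both signals, and anti-CD40 with Pam2CSK4 against unstimulated cells and against TLR2.CD86. The interaction is the TLR2.CD86 log2 effect minus the sum of the single log2 effects. A gene with several probes was given by its brightest probe, and other probes are named where they differ. A probe not well above background on any array of a group was given a bound and no fitted value. The comparison of the Pam2CSK4 effect with anti-CD86 and with anti-CD40 was added after the data were seen. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

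The genes named are those in the paper's text or printed in Fig. 1B, 3B and 5C, and some of them are not reported here. Beside these, for TLR2.CD86 against unstimulated cells, the interaction, and anti-CD40 with Pam2CSK4 against TLR2.CD86, the 5 genes with the highest and the 5 with the lowest log2 fold change were named. They had to have a symbol, pass the threshold, be well above background and unsaturated on the arrays compared, and, except for the interaction, have arrays that did not overlap between groups. Gene lists for NF-kB targets, immediate early, interferon-induced, marginal zone, follicular, plasma cell and class switch, myeloid, NK, T and red cell genes were tested with limma's fry and camera. This rule, the lists, the tests and the alternatives were set before the data were examined. Lists of liver, exocrine pancreas, kidney and skeletal muscle genes were written after the arrays had been seen, before the values of the lists were.

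The arrays lay on 2 slides, scanned in 2 runs that matched the slides. Slide 1 held 8 arrays, among them both unstimulated arrays and both of anti-CD40 with Pam2CSK4, and each other condition had 1 array per slide. Well above background were 46.6% to 50.6% of the spots on slide 1 and 48.7% to 60.6% on slide 2. The median processed intensity of an array (17.3 to 51.3) lay near the lowest intensity that was well above background (19.5 to 32.9), so that a level could be given for about the brighter part of the probes. Median normalization therefore scaled the arrays on signal near background. With the slide as a term, 18138 probes differed between the slides (5639 higher and 12499 lower on slide 2). The first principal component held 32.7% of the variance and separated the slides.

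The alternatives were median and quantile normalization, normexp background correction of the mean signal with an offset of 50, the authors' deposited log2 values, no filter and a stricter filter on dim probes, the slide or the replicate number as a block, a variance trend with robust moderation, a fit of only the compared arrays, a minimum fold of 2, the median over the probes of a gene, the methods' one way test and each array left out in turn. The fits were tested on simulated data with 200 of 31599 probes changed by 1 log2 unit. For TLR2.CD86 against unstimulated cells 146 were recovered without a slide difference, with 8 unchanged probes called. With the slide difference of these arrays 36 were recovered without the block and 142 with it. The interaction gave 112, 0 and 101. In the list test, the changed list and 1 of 20 unchanged lists were called. With 2 arrays per condition no count of other splits of the samples was made.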

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

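The noncoding RNA probes, the comparison of the Pam2CSK4 effect with anti-CD86 and with anti-CD40, and the tests of explanations in this part were chosen after the result was seen, except the test of slides for anti-CD40 with Pam2CSK4 and the liver list. These were written after the count of 5721 and before their own values were seen.

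The paper does not report the arrays of anti-CD40 with Pam2CSK4. Against unstimulated cells, 5721 probes changed on them by limma, 2672 higher and 3049 lower. A difference between slides predicts few calls within a slide. All arrays of both groups lay on slide 1, and a fit of these arrays alone called 12744 probes, which argues against the slides as the cause. The same arrays had a lower signal of liver transcripts than the other conditions, by a median of 1.98 on the log2 scale over a list of 18 liver genes. Less liver RNA as the whole cause predicts nearly all changed probes to be lower, and 2672 were higher. Less liver RNA may still account for part of the 3049 lower probes. The effect of the stimulation itself stays open as a biological explanation, as do differences in cell preparation, which were not tested. The count was 463 with median normalization, 2461 without a filter on dim probes, and 1903 to 2308 with 1 array left out (1903 without unstimulated replicate 2).

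Of the 3366 probes changed by TLR2.CD86, 685 were noncoding RNA probes, which the paper does not discuss. If the slides were the cause, these calls would be lost or change sign with the slide as a block. All 685 were called with the same sign in that fit. In the simulated data with the slide difference, the fit without the block called 0 unchanged probes for TLR2.CD86. Calls from the slides alone were thus hardly possible, so this check could hardly fail and decides nothing. The total of 3366 fell to 29 without unstimulated replicate 2, and noncoding RNA probes were not counted apart there. An effect of the stimulation on noncoding RNA remains a hypothesis. Binding of other transcripts to these probes was not tested.

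The noncoding RNA probe u200009, singled out after its values were seen, had the highest log2 fold change of the tested probes with TLR2.CD86. Its log2 signal was -2.57 ± 0.76 (SD, n = 2 arrays) in unstimulated cells and 6.02 ± 0.86 (SD, n = 2) with TLR2.CD86, a log2 fold change of 8.58 (adjusted p = 0.00234). Over the alternatives it was between 7.36 and 9.19 (adjusted p from 3.68e-16 to 0.0304), and the call was kept when any array of these groups was left out. The means of the other conditions were 5.33 with Pam2CSK4, 4.61 with anti-CD86, 2.86 with anti-CD40 and 3.06 with anti-CD40 and Pam2CSK4, so that each stimulated group was above the unstimulated one. If the slides were the cause, the TLR2.CD86 array on slide 1 would not exceed the unstimulated arrays of that slide, and it exceeded them by 7.97. Handling of the cells that all stimulated groups shared is confounded with stimulation and could not be tested, so a biological effect stays 1 of several open explanations.

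The anti-CD86 effect differed with and without Pam2CSK4 in 6 probes, 2 above and 4 below the sum of the single effects, and 5 of them were noncoding RNA probes. The remaining one was Med1, with an interaction of 2.30 (SE 0.16, adjusted p = 0.00747). Its adjusted p was between 0.000782 and 0.556 over the alternatives, and it was 0.0744, 0.0934 and 0.0537 without unstimulated replicate 1, unstimulated replicate 2 and anti-CD86 replicate 1. Without either unstimulated array limma called 0 probes (948 and 836 at an unadjusted p under 0.05). The slide difference widens the spread between arrays of a condition, and if it hid interactions, a block for the slide would raise the count. The count with the block was 72. The low count may therefore come in part from the slide difference. Whether the remaining interactions are biological was not tested.

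The Pam2CSK4 effect differed between cells with anti-CD86 and cells with anti-CD40 in 260 probes (178 higher and 82 lower with anti-CD86; 3839 at an unadjusted p under 0.05). All 260 were called with the same sign with the slide as a block. A slide difference widens the spread in the fit without the block, so this check could hardly fail and decides nothing on the slides. Of the 14 liver genes tested, 9 were among the higher probes, with a median difference of 3.28 over the 14. Less liver RNA with anti-CD40 and Pam2CSK4 as the whole cause predicts no probe on the other side, and 82 were there. It may account for part of the 178. A different response to both costimulatory molecules stays open and was not tested further. Median normalization moved the median of all probes in this comparison by -0.60, and the count was 2437 with the slide as a block (42.2% higher, main 68.5%) and 507 with the replicate number as a block. The other alternatives were not run for it.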

How the results depend on the processing

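The tests of the probe u200009 and of Rab5c against Pam2CSK4 and for the interaction were chosen after the result was seen, and the alternatives themselves were not. Leaving out an array leaves a condition with 1 array, which is then assumed to vary like the other conditions. A lower count then does not by itself show that 1 array carried the calls. The cause of a change was not tested unless given.

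The counts of changed probes under the authors' deposited values were within 1.5 times the main ones. With the slide as a block they rose to 11091 for TLR2.CD86 against unstimulated cells (main 3366), 3447 for Pam2CSK4 (42), 8995 for anti-CD86 (654), 3492 for TLR2.CD86 against Pam2CSK4 (20), 2459 for TLR2.CD86 against anti-CD86 (71), 72 for the interaction (6), 15003 for anti-CD40 with Pam2CSK4 against unstimulated cells (5721) and 10923 for it against TLR2.CD86 (3850). The main calls kept their sign and significance in that fit, except 2 of the 3850. The simulated slide difference lowered the number of recovered probes in the same direction, from 142 with the block to 36 without it.

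The replicate numbers do not mark pairs. Deviations of same-numbered arrays correlated at 0.54 to 0.67 in the 6 pairs of conditions that span both slides and at -0.11 to 0.07 in the other 9. With the replicate number as a block, which follows the slide except in unstimulated cells and with anti-CD40 and Pam2CSK4, the counts in the same order were 7822, 243, 4047, 55, 122, 10, 8596 and 6750.

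Median normalization moved the median log2 fold change of all probes by -0.29 for TLR2.CD86, -0.19 for Pam2CSK4, -0.14 for anti-CD86, -0.15 for TLR2.CD86 against anti-CD86, -0.11 for anti-CD40 with Pam2CSK4 against unstimulated cells and 0.18 for it against TLR2.CD86. It gave 132, 97, 71, 11, 42, 15, 463 and 274 probes. Because the medians lay near background, a call lost with this setting cannot be told apart from an effect of the scaling. The share of higher calls went from 31.7% to 62.9% for TLR2.CD86 and from 60.6% to 43.4% for anti-CD40 with Pam2CSK4 against TLR2.CD86. The counts without a filter on dim probes were 26 (57.7% higher), 8, 0, 4, 16, 0, 2461 and 1205. At an unadjusted p under 0.05, limma then had 6662 probes for anti-CD86 and 1481 for the interaction.

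Quantile normalization gave 79 probes for Pam2CSK4, 1627 for anti-CD86, 35 for TLR2.CD86 against Pam2CSK4 (51.4% higher, main 25.0%) and 10 for the interaction. Normexp gave 90 for Pam2CSK4 (51.1% higher, main 73.8%) and 1322 for anti-CD86 (33.9% higher, main 45.1%). The stricter filter gave 107 for Pam2CSK4 and 1353 for anti-CD86. The variance trend with robust moderation gave 99, 1336 and, for the interaction, 11. Fits of only the compared arrays gave 1692 for TLR2.CD86, 16 for Pam2CSK4, 0 for anti-CD86 (7080 at an unadjusted p under 0.05), 5 and 23 against the single signals, 0 for the interaction (1434 at an unadjusted p under 0.05) and 12744 for anti-CD40 with Pam2CSK4 against unstimulated cells. Fewer arrays give such a fit fewer degrees of freedom. At least a 2-fold change was shown by 643 of the TLR2.CD86 probes, 210 of the anti-CD86 probes, and 1702 and 1112 in both comparisons of anti-CD40 with Pam2CSK4. The methods' one way test over the 8 arrays of the paper gave 6526 probes at a p under 0.05, where chance gives 1580, and 271 after adjustment.

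With 1 array left out, the counts were 29 to 1098 for TLR2.CD86 (29 without unstimulated replicate 2, 31 without unstimulated replicate 1, 212 without TLR2.CD86 replicate 2 and 1098 without TLR2.CD86 replicate 1). They were 4 to 37 for Pam2CSK4 and 0 to 50 for anti-CD86, with the lowest of each without unstimulated replicate 2 (3853 at an unadjusted p under 0.05 for anti-CD86). For TLR2.CD86 against Pam2CSK4 they were 11 (without TLR2.CD86 replicate 2) to 43 (without Pam2CSK4 replicate 1), against anti-CD86 26 (without anti-CD86 replicate 1 or TLR2.CD86 replicate 2) to 61, and for the interaction 0 to 22 (22 without anti-CD86 replicate 2). For anti-CD40 with Pam2CSK4 they were 1903 (without unstimulated replicate 2) to 2308 against unstimulated cells and 941 (without its replicate 2) to 2467 against TLR2.CD86. The interaction had 0 calls without unstimulated replicate 1 or 2 (948 and 836 at an unadjusted p under 0.05).

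Of the 40 list tests, 1 passed the threshold with fry (12 at an unadjusted p under 0.05), 9 with camera, 11 with quantile normalization, 27 with the slide block and 18 with the replicate block. With median normalization 0 passed with fry, 0 had an unadjusted p under 0.05 and the lowest p was 0.109.

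For the values of single genes and of the probe u200009, the numbers of results with the same direction and side of the threshold, no longer past it, newly past it and with another sign were 44, 19, 0 and 3 with median normalization, 58, 2, 4 and 2 with quantile normalization, 61, 0, 2 and 3 with normexp, and 65, 0, 0 and 1 with the deposited values. They were 46, 20, 0 and 0 without a filter, 60, 0, 1 and 0 with the stricter filter, 50, 0, 15 and 1 with the slide block, 60, 0, 6 and 0 with the replicate block, 63, 0, 3 and 0 with the variance trend, 61, 5, 0 and 0 with only the compared arrays and 194, 72, 0 and 6 with 1 array left out. The methods' one way test kept 16 and lost 12. The median over the probes of a gene, which has no test, kept the sign of 28 and changed that of 5. Of 36 genes that the paper names, 17 passed the threshold for TLR2.CD86, 3 with median normalization, 2 without a filter, 20 with quantile normalization, 20 with normexp, 17 with the deposited values, 17 of 31 with the stricter filter, 27 with the slide block, 23 with the replicate block and 19 with the variance trend.

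The following log2 fold changes had another sign than the main value. For TLR2.CD86 they were Icosl 0.36 and Rufy1 0.24 with the median over probes, and Pacsin2 -0.26 with median normalization, -0.077 with quantile normalization and -0.033 with normexp. With 1 array left out Rufy1 was between -0.56 and 0.028 (0.028 without TLR2.CD86 replicate 2), and Pacsin2 between -0.048 and 0.099 (-0.048 without unstimulated replicate 2 and -0.024 without TLR2.CD86 replicate 1). For Pam2CSK4 they were Il4 -0.19 with median normalization, -0.031 with normexp and -0.00385 with the deposited values, and Icosl 0.45 with the median over probes. With 1 array left out Il4 was between -0.23 and 0.23 (-0.23 without Pam2CSK4 replicate 1 and -0.012 without unstimulated replicate 2). For anti-CD86 they were Fcer2a -0.011 with median normalization, Icosl 0.28 with the median over probes, and Cd40 0.00669 with quantile normalization, 0.032 with normexp, 0.14 with the slide block and 0.38 with the median over probes. Leaving out 1 array, Cd40 was between -0.33 and 0.16 (highest without anti-CD86 replicate 2). The main values of these results did not pass the threshold.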

Differences from the paper's values

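The settings in this part were set before the data were examined, and only the values of dimmer probes were chosen after the values were seen. The axis of Fig. 1B gives a fold increase. Its values match the log2 fold changes of these arrays for Fcer2a, Cd5 and Il4, so that the paper's values are compared as log2 values. All of them were read by eye from Fig. 1B. A value is said to differ when its sign is the other one, or when it lies further from the paper's value than the larger SD of the replicate arrays of both groups.

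For Cr2 the paper shows about 0.3 with TLR2.CD86, about 0.16 with anti-CD86 and about 0.05 with Pam2CSK4 (Fig. 1B, read by eye), against -0.44, -0.30 and -0.24 here. All 15 alternatives differed from the paper in each group. Among them, no filter, the stricter filter, the replicate block, the variance trend and only the compared arrays leave the log2 fold change as it is. They repeat the main value here and in the other counts of alternatives in this part, and are no separate check. With Pam2CSK4 the median over the probes (-0.086) and the value without Pam2CSK4 replicate 2 (-0.12) differed in sign alone, within the SD of 0.17. A dimmer probe of Cr2, chosen after its values were seen, gave 0.32, 0.17 and 0.07. For Icosl the paper shows about 0.96, about 1 and about 1.2 in the same order (Fig. 1B, read by eye), against -0.25, -0.44 and -0.27, and all 15 alternatives differed in each group. A dimmer probe of Icosl, not well above background in unstimulated cells and chosen after its values were seen, had fitted values near those of the figure, for which only a bound can be given.

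For Il2ra the paper shows about 1.6 with TLR2.CD86, about 1.1 with anti-CD86 and about 1.3 with Pam2CSK4 (Fig. 1B, read by eye), against 1.74, -0.082 and 1.77. For TLR2.CD86 the value no longer differed with quantile normalization (1.65), and for Pam2CSK4 with normexp (1.25). The other 14 alternatives differed in each case. All 15 differed for anti-CD86. Only the median over probes used another probe than the brightest, so the other alternatives do not test the choice of probe. For Il2ra that median was 1.69 with TLR2.CD86, -0.58 with anti-CD86 and 1.52 with Pam2CSK4. For Cd40 the paper shows about 0.69 with TLR2.CD86 and about 0.37 with anti-CD86 (Fig. 1B, read by eye), against 0.33 and -0.081. For TLR2.CD86 there was no difference with quantile normalization (0.46), normexp (0.42), the slide block (0.55), the median over probes (0.67) and without TLR2.CD86 replicate 2 (0.58), and the other 10 alternatives differed. For anti-CD86 there was none with normexp (0.032), the slide block (0.14), the median over probes (0.38) and without anti-CD86 replicate 2 (0.16), and the other 11 differed. Other probes of Cd40, chosen after their values were seen, gave 0.67 and 0.70 with TLR2.CD86.

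The paper's text places Rab genes among those that rose. Of both Rab genes in Fig. 5C, Rab5b was higher (0.76) and Rab5c lower (-0.90), and the figure also shows Rab5c as lower. Fig. 5C shows Pacsin2 and Rufy1 as higher with TLR2.CD86. Their brightest probes gave 0.03 and -0.27, the median over probes of Rufy1 was 0.24, and other probes gave 1.15 and 0.75, which were chosen after the values were seen. Fig. 3B shows Hdac9 as high with Pam2CSK4. Its brightest probe gave -0.18 and a dimmer one, chosen after its values were seen, 1.84.

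Some genes that the paper names and that did not pass here passed under some alternatives. The slide block called Cr2 (lower), Fcer2a, Cd40, Cd5, Adam17, Rab5b and Rnf138. The replicate block called Cr2 (lower), Fcer2a, Adam17, Rnf138 and Stab2 (adjusted p = 0.0398, over a range of 0.0398 to 0.536). Quantile normalization called Cr2 (lower), Fcer2a and Adam17, normexp Cr2 (lower) and Adam17, the variance trend Cr2 (lower), Fcer2a and Adam17, and the stricter filter Adam17.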

Other observations

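The tests of male mice and of a pool of mice, the restriction of the tissue lists to tested probes and the comparison over all conditions of single liver genes were chosen after the result was seen. The liver list and its prediction were written before its values were seen.

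Transcripts of liver genes were seen on the arrays of 5 of the 6 conditions and were low on both arrays of anti-CD40 with Pam2CSK4. Among probes well above background on the other 10 arrays, 30 lay more than 3 log2 units higher on each of these than on both arrays of that condition, and 12 of the 30 were for Mup genes. The mean log2 signal of Mup1 was 3.86 in unstimulated cells, 3.19 with Pam2CSK4, 3.14 with anti-CD40, 2.83 with anti-CD86, 2.87 with TLR2.CD86 and -1.33 with anti-CD40 and Pam2CSK4 (n = 2 arrays each). Against TLR2.CD86, the lowest genes by the rule for named genes with anti-CD40 and Pam2CSK4 were Mup2 (-4.26), Mup1 (-4.22), Mup-ps11 (-4.02), Mup-ps15 (-3.86) and Mup-ps2 (-3.80), and each passed the threshold under all alternatives run. RNA from liver in these samples predicts a median difference over 3 on a list of liver genes and none on lists of other organs. The median over the 18 genes on the array was 1.98, short of the prediction, and was 3.42 over the 14 tested (0.51 to 4.72, 8 genes over 3). The lists of exocrine pancreas, kidney and skeletal muscle genes had medians of 0.15, 0.08 and -0.23 over the genes on the array, and 0.25, 0.26 and -0.31 over the 3, 1 and 3 genes tested. Alb had a mean log2 signal of 1.66 on the 10 arrays and -2.96 on the other 2, and Apoa2 0.55 and -4.17. Ttr and Fga, abundant in liver, were not well above background on any array, which RNA from liver should have brought unless their probes fail, and this was not tested. Trf, Ahsg, Hpx, Tat and Pck1 were well above background on all 12 arrays. RNA from liver may account for these transcripts, and because the list fell short and Ttr and Fga were missing, this cannot be told apart from another source. With TLR2.CD86 13 of the 14 genes were lower than in unstimulated cells (median -0.75), as were the medians with Pam2CSK4 (-0.52) and anti-CD86 (-0.99).

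The labels describe the mice as female. The Y-linked genes Ddx3y, Eif2s3y and Kdm5d, 3 of 7 on the array, were well above background on all 12 arrays. Male mice predict this, and no more than 1 array with Xist well above background. Xist passed that level with any of its 4 probes on 1 of the 12 arrays. The limit of 1 array was chosen after the result was seen and equals it, so the Xist part of the prediction could not fail. These values may come from male mice, which the methods of the paper allow. A pool of male and female mice predicts Xist on the arrays, but the 4 Xist probes may fail, so that a pool cannot be told apart from male mice alone.

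The lists of genes were tested with fry over 40 tests. With TLR2.CD86 the median log2 fold change of NF-kB targets was 0.22 (14 of 21 genes higher, adjusted p = 0.0723, over the alternatives 0.000374 with the slide block to 0.982 with median normalization, and 0.00992 with camera). It was -0.11 for immediate early genes (3 of 12 higher, adjusted p = 0.164), -0.28 for interferon-induced genes (2 of 9, 0.322), -0.28 for marginal zone genes (3 of 10, 0.0755) and -0.48 for plasma cell and class switch genes (2 of 10, 0.497). Follicular genes had a median of -0.09 (2 of 6, 0.996) and a mean of the other sign. Myeloid genes had -0.32 (1 of 11, 0.0586), NK genes -0.54 (2 of 8, 0.0586), T cell genes -0.34 (2 of 11, 0.202) and red cell genes 0.10 (4 of 4, 0.657). Other fits called some of these lists. Marginal zone genes were lower with the slide block (adjusted p = 0.0031), the replicate block (0.0108) and quantile normalization (0.0083). Myeloid genes were lower with these (0.000627, 0.0181 and 0.0333) and with camera (0.0295), and NK genes likewise (0.000819, 0.00495, 0.0257 and 0.0295). The slide block also called T cell genes lower (0.0215) and red cell and follicular genes higher (0.0032 and 0.0127). For NF-kB targets Pam2CSK4 alone gave a median of 0.35 (16 of 21 higher, adjusted p = 0.0586 with fry and 3.15e-07 with camera). Anti-CD86 alone gave -0.12 (8 of 21 higher, fry adjusted p = 0.394). For immediate early genes anti-CD86 alone gave -0.33 (0 of 12 higher, adjusted p = 0.0586 with fry and 0.0102 with camera), and Pam2CSK4 alone 0.03 (7 of 12 higher). In the main fit the single list past the threshold was that of NF-kB targets with anti-CD40 and Pam2CSK4 (0.66, 21 of 21 higher, adjusted p = 0.00163). With median normalization no list passed.

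The genes named next have a symbol and enter with the probe that changed most among those past the threshold, unsaturated and well above background on all arrays compared, and without overlap between the groups. By this rule the highest log2 fold changes with TLR2.CD86 were Gm8930 2.56 (adjusted p = 0.0261, over alternatives 0.00135 to 0.152), another probe of Bcl2l1 2.37 (adjusted p = 0.00714, over 0.000817 to 0.0606), Fbxo2 2.28 (adjusted p = 0.0234, over 0.00174 to 0.153), LOC236598 2.03 (adjusted p = 0.00580, over 0.000360 to 0.0753) and Rn18s, 18S ribosomal RNA, 1.87 (adjusted p = 0.00210, over 0.000320 to 0.150). The lowest were BC048507 -2.72 (adjusted p = 0.00475, over 7.78e-05 to 0.0486), Rnf144b -2.03 (adjusted p = 0.0108, over 0.00354 to 0.103), Cpxm2 -1.67 (adjusted p = 0.00475, over 0.000689 to 0.0537), Efnb2 -1.66 (adjusted p = 0.0116, over 0.00453 to 0.103) and Slc16a6 -1.62 (adjusted p = 0.0141, over 0.00596 to 0.115). Of these, BC048507 passed under all alternatives run, and Rn18s under all but median normalization. Whether the 18S ribosomal RNA rose through the stimulation or through RNA quality or labelling was not tested. Without unstimulated replicate 1 the adjusted p was above 0.05 for the other 8, at 0.0537 (LOC236598, Cpxm2) to 0.141 (Gm8930). Without unstimulated replicate 2 it was above 0.05 for these except the Bcl2l1 probe, at 0.0515 (Cpxm2) to 0.153 (Fbxo2). Without TLR2.CD86 replicate 2 it was 0.0604 (Rnf144b) to 0.133 (Gm8930) for Gm8930, Fbxo2, Rnf144b, Efnb2 and Slc16a6, and without TLR2.CD86 replicate 1 it was 0.0522 for Gm8930. By the same rule, the highest against TLR2.CD86 with anti-CD40 and Pam2CSK4 were Slc16a6 3.26, Ube2s 3.06, Rab5c 3.03, Gm2180 2.81 and Il2ra 2.48, with an adjusted p of at most 0.0136 under any alternative run.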
